# Chronic nicotine differentially affects murine transcriptome profiling in isolated cortical interneurons and pyramidal neurons

**DOI:** 10.1186/s12864-017-3593-x

**Published:** 2017-02-20

**Authors:** Jie Yang, Ai-Yi Liu, Bo Tang, Dong Luo, Yu-Jie Lai, Bing-Lin Zhu, Xue-Feng Wang, Zhen Yan, Guo-Jun Chen

**Keywords:** Nicotine, Somatostatin, Interneuron, Pyramidal neuron, Transcriptome, Mitochondria

## Abstract

**Background:**

Nicotine is known to differentially regulate cortical interneuron and pyramidal neuron activities in the neocortex, while the underlying molecular mechanisms have not been well studied. In this study, RNA-sequencing was performed in acutely isolated cortical somatostatin (Sst)- positive interneurons and pyramidal neurons (Thy1) from mice treated with systemic nicotine for 14 days. We assessed the differentially expressed genes (DEGs) by nicotine in Sst- or Thy1- neurons, respectively, and then compared DEGs between Sst- and Thy1- neurons in the absence and presence of nicotine.

**Results:**

In Sst-neurons, the DEGs by nicotine were associated with glycerophospholipid and nicotinate and nicotinamide metabolism; while in Thy1-neurons those related to immune response and purine and pyrimidine metabolisms were affected. Under basal condition, the DEGs between Sst- and Thy1- neurons were frequently associated with signal transduction, phosphorylation and potassium channel regulation. However, some new DEGs between Sst- and Thy1- neurons were found after nicotine, the majority of which belong to mitochondrial respiratory chain complex.

**Conclusions:**

Nicotine differentially affected subset of genes in Sst- and Thy1- neurons, which might contribute to the distinct effect of nicotine on interneuron and pyramidal neuron activities. Meanwhile, the altered transcripts associated with mitochondrial activity were found between interneurons and pyramidal neurons after chronic nicotine.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3593-x) contains supplementary material, which is available to authorized users.

## Background

The inter-play between interneurons and pyramidal neurons in the neocortex forms the basis of inhibition and excitation and neural network function [1, 2]. Interneurons powerfully regulate pyramidal neuron functions, albeit with low synaptic inputs in number [3]. Recent studies demonstrate that GABAergic interneurons play a critical role in local circuit function and behavior [4–6]. Dysfunction of GABAergic signaling is associated with age-related cognitive decline, schizophrenia, ischemia and Alzheimer Disease [7–10].

Nicotine has been found to improve working memory and learning by activating nicotinic acetylcholine receptors (nAChRs) [11, 12]. Emerging evidence has shown that nicotine differentially regulates interneuron and pyramidal neuron activities. For instance, nicotine layer-specifically regulates neuronal activities where distinct interneurons and pyramidal neurons are located [13]. While nAChRs enhance AMPA receptor mediated current and firing rate in interneurons [14, 15], they cause a sustained reduction of NMDA receptor mediated currents in pyramidal neurons [16], suggesting an involvement of different molecular mechanisms. Although gene profiling studies have made great progress in identifying individual neurons in the cortex [17, 18], and microarray studies have demonstrated that nicotine causes different gene expression in neuroblastoma cell line [19, 20] and in distinct brain regions including the cortex [21, 22], how nicotine may specifically regulate the gene expression in interneurons in relation to pyramidal neurons in cortical circuit remains unknown.

In this study, we acutely isolated cortical somatostatin (Sst) labeled interneurons and thymus cell antigen 1 (Thy1) labeled pyramidal neurons in mice treated with saline and systemic nicotine for 14 days, and the transcriptome profiling was compared in Sst- and Thy1-neuons with or without nicotine. We found that in Sst- neurons the most prominent genes affected by nicotine were associated with glycerophospholipid and nicotinate and nicotinamide metabolism, and in Thy1- neurons those associated with immune response and purine and pyrimidine metabolisms were influenced. In addition, the differentially expressed genes (DEGs) between Sst- and Thy1-neuons were associated with mitochondrial respiratory chain complex after nicotine treatment.

## Methods

### Animals

The following mice were used throughout the experiments: GIN mice (FVB-Tg [GadGFP] 45704Swn/J, The Jackson Laboratory, #003718) expressing enhanced green fluorescent protein (eGFP) in a group of somatostatin-positive interneurons (Sst), and thy1-YFP-H (YFPH) mice (B6.Cg-Tg [Thy1-YFP] HJrs/J, The Jackson Laboratory, #003782) expressing yellow fluorescent protein in layer V pyramidal neurons (Thy1) [23, 24]. A previous study has compared the genetic profiling between four lines of mice including GIN and YFPH used in our study. The authors found that the correlation coefficient between the samples from these two mice was not significantly different, indicating that GIN and YFPH mice do not show significant transcriptome differences in specific cell types, under basal condition [17]. Although another major group of interneurons are parvalbumin (PV)-positive, they do not express nicotinic acetylcholine receptors in the cortex [25, 26] and thus were not chosen in this study.

Twelve male mice (20 g, 5–7weeks) were divided into four groups, with 3 GIN or YFPH mice in each group receiving nicotine or saline, respectively. Mice were implanted subcutaneously with an osmotic mini pump (model 2002; Alzet, Cupertino, CA) that delivered 48 mg/kg/d nicotine hydrogen tartrate (Sigma, St. Louis) or saline vehicle for 14 days [27, 28]. This dosage of nicotine is known to alter neuronal activity and gene expression in the brain of mice [29, 30]. Mice were housed in the 12/12 h light/dark cycle and were given food and water ad libitum. Genotypes were confirmed by PCR analysis before study. All protocols were approved by the Commission of Chongqing Medical University for ethics of experiments on animals and were in accordance with international standards.

### Brain slice preparation and cell sorting

Mice were deeply anesthetized with sodium pentobarbital (100 mg/kg; i.p.) and decapitated [30]. Brain slices (400 um) were prepared by a vibratome (Leica VP1200S, Germany) in ice-cold artificial cerebral spinal fluid (ACSF) containing (in mM):119 NaCl, 2.5 KCl, 1 MgCl2, 26 NaHCO3, 1 CaCl2, 1.25 NaH2PO4, 25 dextrose aerated with 95% O_2_/5% CO_2_ (pH7.4). The slices were then incubated in ACSF containing 50 μM APV, 20 μM DNQX and 100nM TTX for 30 min at 32 °C and then for at least 30 min at RT. The cortex were morphologically dissected and enzymatically digested by pronase E (1.5 mg/ml; Sigma Aldrich) in ACSF (containing 50 μM APV, 20 μM DNQX and 1 μM TTX) for 45 min, then triturated by three fire-polished Pasteur pipettes (400, 300 and 150 μm in inner diameter, respectively) in ACSF containing APV, DNQX, TTX and 1% BSA [31, 32]. The resultant pieces were allowed to settle for 2 min and the supernatant were collected for centrifugation at 800 g for 5 min, which removed the cellular debris and molecular contaminants [31]. Fluorescent cells (Sst- or Thy1- positive) were carefully aspirated by a micropipette (30–50 μm) shaped by a pipette puller (P-97, Sutter, USA) [32]. 10 cells were aspirated each time and 30 cells were collected from each mouse. Cells (10 in each) were then transferred to 3.5 μl lysis buffer containing 2% Triton X-100 and 5% RNaseOUT (20U/μl, Invitrogen) in nuclease free water and were immediately stored at − 80 °C. A total of 90 cells from 3 mice in each group were collected for final sequencing. This amount of cells has been proven to be enough to reliably measure the population transciptome [17].

### RNA library construction and sequencing

SMARTer Ultra Low Input RNA for Illumina Sequencing kit (Clontech) was used to amplify cDNA from cell lysates, according to manufacturer’s instruction. This kit allows high-quality cDNA synthesis in a single cell containing as low as 10 pg RNA [30, 33]. The cDNA library was generated using Ovation® Ultralow DR Multiplex System (NuGEN). The amplified products were quantified by Qubit® 2.0 Fluorometer (Invitrogen) and validated by Agilent 2100 bioanalyzer (Agilent). TruSeq PE Cluster Kit v3 (Illumina) were used for cluster generation in an Illumina cBOT instrument. And the sequencing was performed on an Illumina HiSeq2500 instrument (Illumina) following the manufacturer’s protocol. Raw reads were performed with base-calling and quality-filtering process and then aligned to mouse genome (version: mmu10.p2) using the Tophat program [34]. Differentially expressed genes (DEGs) were expressed as FPKM (Fragments Per Kilobase of exon model per Million mapped reads), which were filtered by EBSeq algorithm, after the significant analysis and false discovery rate (FDR) analysis under the following criteria: i) Fold Change > 2 or <0.5; ii) FDR < 0.05, in which the FDR was used to correct P values [35–37]. Gene ontology (GO) annotations from NCBI, UniProtand the Gene Ontology were used to elucidate the biological implications of DEGs [38]. Pathway analysis was used to find out the significant pathway of DEGs according to KEGG (Kyoto encyclopedia of genes and genomes) database [39, 40]. Fisher’s exact and FDR tests were used to select the significant GO categories and pathways, and the threshold of significance was defined by *P*-value and FDR [41, 42]. The pathway and gene interaction networks were built based on KEGG database [43, 44].

### Semi-quantitative PCR

Reaction mixtures contained of 5 × buffer (contained 2 mM MgSO4), 0.5 mM each of the dNTPs, 1 μM primers, 0.02U Phanta® Super Fidelity DNA Polymerase (Vazyme, Nanjing, China), and 0.5ul of the cDNA template was made from the SMARTer Kit. The thermal cycling program for the amplification was as follows: 95 °C for 3 min, 45 cycles of 95 °C for 30 s, 56 °C or 60 °C for 15 s, and 72 °C for 15 s followed by 72 °C for 7 min. The triplicate PCR products were mixed and visualized in a 1.5% agarose gels. The expression levels were visualized by a chemiluminescence system (Fusion Fx7, Fisher Biotech) and quantified by Quantity One software (Bio-Rad, CA, USA). Data were shown as means ± SEM (*n* = 3). The statistically significant differences between groups were accessed by paired Student’s *t* test using Graphpad Prism 5 software (GraphPad). Detailed sequences of the primers were shown in Additional file 1: Table S1.

## Results

### Overview of RNA sequencing

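Cortical neurons were collected from GIN mice, in which enhanced green fluorescent protein marks a group of somatostatin (Sst) interneurons, and from YFPH mice, in which yellow fluorescent protein marks layer V pyramidal (Thy1) neurons. Each library was made from 30 cells of 1 mouse, and nicotine was given by a subcutaneous mini pump at 48 mg/kg/d for 14 days. The design had 4 groups of 3 mice, and 10 of the 12 libraries were analysed here, namely 3 for Sst, 2 for Sst+Nic, 2 for Thy1 and 3 for Thy1+Nic. Replicate 1 of Sst+Nic and replicate 1 of Thy1 were not analysed here. The authors aligned the reads with TopHat and deposited the number of fragments counted on each gene entry, without normalization; the paper's text does not name the program or the gene annotation used for counting. The total per library ranged from 3705213 to 4022038 fragments in Sst (median 3920591) and from 3394454 to 4231469 in Thy1+Nic (median 3472783). The totals of the Sst+Nic libraries were 2915738 and 4878326, and those of the Thy1 libraries were 3490998 and 3642451. Between 20.0% and 27.3% of the uniquely mapped read pairs of a library in Table S3 were counted on an entry. The entries were compared with the paper's own group values for the Sst group, taken from Additional files 6 and 9, of which Additional file 6 was used in part (1999 of its 3185 genes). With 1 scaling factor per library, the 12 mitochondrially encoded genes compared differed from the paper's values by 0.000118% (root mean square). Of 1323 nuclear genes compared, 38 entries were within 1% of the paper's value and 992 held under 5% of it. The entries within 1% lay mostly in 4 stretches of the GRCm38 genome, which ended at 3.3 Mb of chromosome 7, 15.0 Mb of chromosome 8, 88.3 Mb of chromosome 16 and 6.4 Mb of chromosome 19. A stretch was ended before the first gene compared that fell outside 0.3 to 3 times the paper's value. That every gene compared in the stretches lay near it (30.8% to 104.6%) is therefore built in. Of the genes compared in Sst or Thy1+Nic, 14 of 35 on chromosome 16 were within 1%. The numbers were 8 of 9 on chromosome 8, 8 of 10 on chromosome 19 and 2 of 2 on chromosome 7. Entries without a value to compare were not checked one by one. The 891 entries in these stretches and the 13 mitochondrially encoded genes are called position-checked entries, a rule chosen after the values were seen, and genes are named only from them, apart from Olig1 and Olig2. Groups were compared with the quasi-likelihood test of edgeR on TMM-normalized counts of the entries kept by filterByExpr (minimum count 10). An entry was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1.

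**Figure D1:**
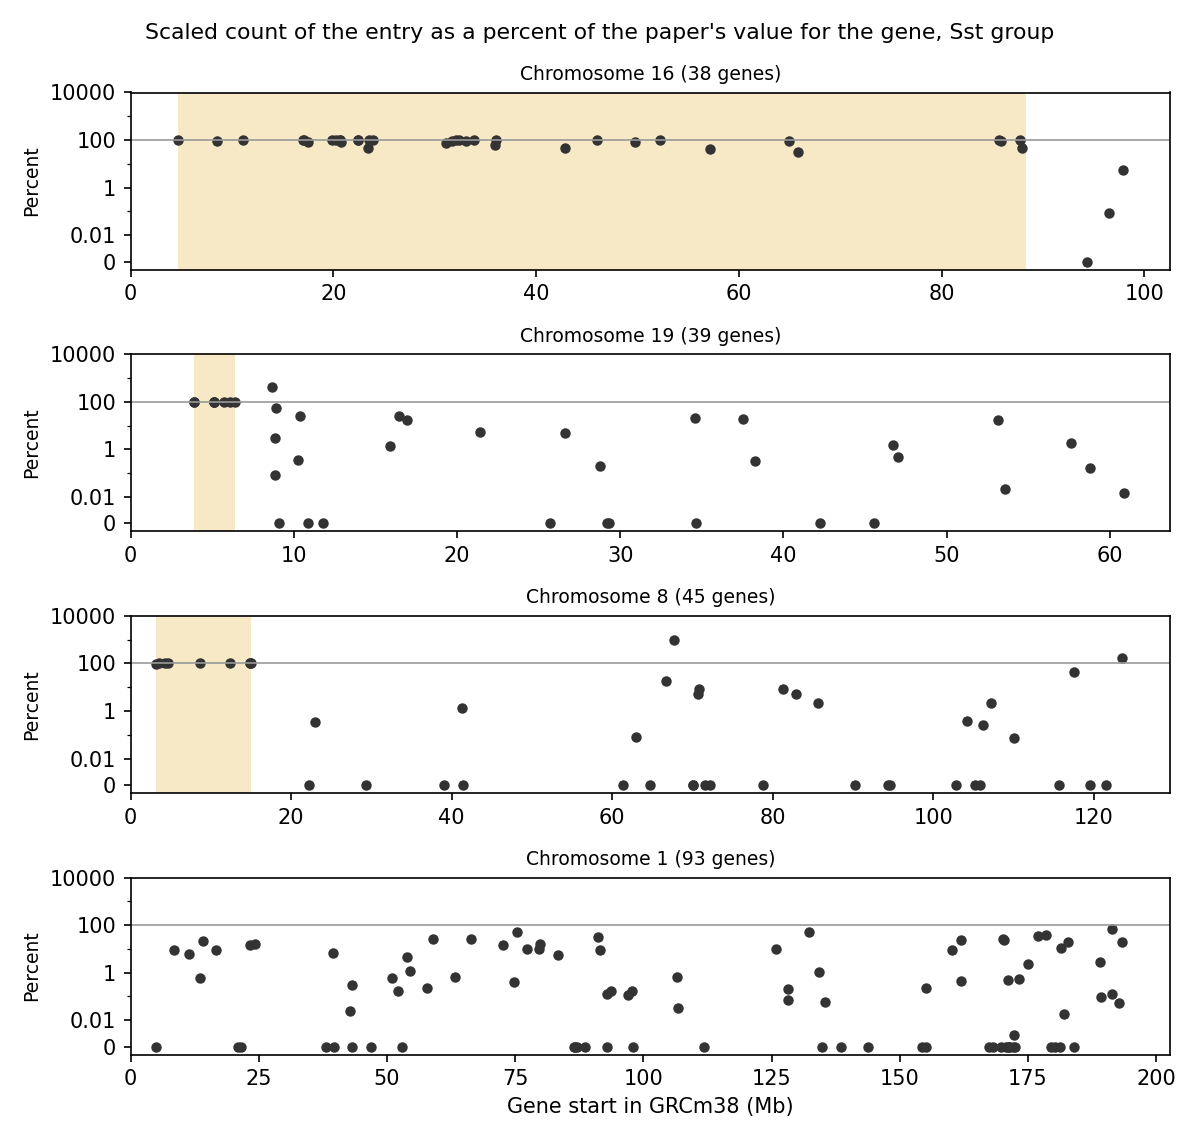
Scaled count of each entry in the Sst group as a percent of the paper's value for the gene (vertical axis, log scale with 0 added) against the gene's start in GRCm38 (Mb) on 4 chromosomes. Each point is a gene, shading marks the position-checked stretches on chromosomes 16, 19 and 8, and most points outside the shading lie far under 100%.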

All samples were subjected to massively paralleled paired-end cDNA sequencing. Before the read (sequencing fragment) mapping, clean reads were obtained from the raw reads (5GB) by removing the adaptor sequences from each library, reads with >5% ambiguous bases (noted as N) and low-quality reads containing more than 20% of bases with qualities of <20. Of all uniquely mapped reads, about 60% were aligned to the transcript exon, 10% at the intron, 25% at the UTR regions and the remaining at TES (transcription end site), TSS (transcription start site) and intergenic regions (Additional file 2: Figure S1A). Mapped reads (Additional file 1: Tables S2 & 3) were distributed consistently on the chromosomes (Additional file 2: Figure S1B-E).

To identify the purity of manual sorting, we measured the expression level of genes associated with non-neurons, such as glia, astrocyte, oligodendrocyte, microgila and red blood cells [17, 18, 45]. 

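Of 87 marker genes in 8 lists of cell types, 2 lay in position-checked entries, namely Cldn5 of endothelial cells and Sst of the interneurons themselves. The entries of Vim, Gfap and Hbb-b1 were not position-checked, and their levels are therefore not reported. Levels are given as CPM, the count divided by the library's total and multiplied by 1e6. Cldn5 (chromosome 16, 18776847 to 18778262) had 35.7 CPM in Sst replicate 2 (95% Wilson interval 30.3 to 42.1) and 0 counts in the other Sst libraries, which allows up to 0.746 and 0.810 CPM. It had 0 counts in both Thy1 libraries, which allows up to 0.859 and 0.824 CPM. Such intervals and limits cover counting error only. Olig1, an oligodendrocyte marker of Table S4, lies past the end of the position-checked stretch of chromosome 16 (91269769 to 91271939). Its level was 20.6 ± 5.58 CPM in Sst (SD, n = 3), against 0 in Thy1 replicate 2 and 46.4 in Thy1 replicate 3 (95% Wilson interval 39.9 to 53.9). Olig2, which lies between that end and Olig1 (91225550 to 91228677), had 21.1, 0.255 and 0 CPM in Sst replicates 1, 2 and 3 and 0 counts in both Thy1 libraries. The mean of Olig1 in Sst became 26.3 when the mitochondrially encoded genes were left out of the library size. Counts of Olig1 were also divided by the uniquely mapped reads of Table S3 in place of the total, and multiplied by 1e6. This gave 2.70, 2.09 and 2.52 in Sst replicates 1, 2 and 3 and 5.64 in Thy1 replicate 3. The paper's FPKM values for these libraries are 2.63, 1.82, 2.06 and 5.37. FPKM is also divided by the length of the exon model, which was not done here, so the units differ. Closeness in size is therefore no check of the Olig1 entry. Only the order of these libraries can be compared, and it was the same as in the paper.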

Generally, non-neuron marker genes such as glia marker Vim, astrocyte marker Gfap and red blood cell marker Hbb-b1 in control groups were expressed at very low level (Additional file 1: Table S4).

### Nicotine induced DEGs related to different pathways in Sst- and Thy1-neurons

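In Sst-neurons, 6703 entries were tested for an effect of nicotine, and 0 were called (279 entries, or 4.16%, had an unadjusted p-value under 0.05). In Thy1-neurons, 6062 entries were tested and 0 were called, with 265 entries (4.37%) at an unadjusted p-value under 0.05. Among position-checked entries, 0 of 501 in Sst-neurons and 0 of 498 in Thy1-neurons were called, with 17 and 29 at an unadjusted p-value under 0.05. The alternative that moved the counts over all entries most was DESeq2 in place of edgeR, with 16 entries called in Sst-neurons and 14 in Thy1-neurons, and among position-checked entries at most 2 and 3 were called under any alternative. The paper's lists in Additional file 3 hold 17 genes for Sst-neurons and 22 for Thy1-neurons that fall in position-checked entries, of which 12 and 18 passed the filter and were tested. Mean normalized counts of all 17 and all 22 changed in the direction the paper lists, and these genes were selected by the paper on the same mice. The nicotine and saline libraries did not overlap in that direction for 9 of the 17 genes and 12 of the 22. For a gene picked at random chance gives 10%. That rate is no reference for genes selected on the same mice, where more separation is built in. For 6 of the 17 and 5 of the 22, only 1 library of the higher group stood above the other group.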

There were 789 and 711 DEGs (>2 fold change; FDR < 0.05) in Sst- and Thy1-neurons after nicotine treatment, respectively. Additional 20 common genes shared by Sst- and Thy1-neurons were both up- or down- regulated by nicotine (Additional file 3: Supplemental Excel S1). 

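With the thresholds above, 0 of the 5116 entries tested in both cell types were called in both, and the count was also 0 under DESeq2, without a filter and without the fold-change threshold. At an unadjusted p-value under 0.05 in both cell types, 1 entry changed in the same direction and 2 in opposite directions, where 2.75 in the same direction would arise by chance.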

Pathway interaction network analysis revealed that 24 pathways were affected by nicotine in Sst-neurons (Fig. 1a, Additional file 4: Supplemental Excel S2). Not surprisingly, nicotine significantly activated NFκB signaling as previous reported [46]. The genes associated with cancer and neuroactive ligand-receptor interaction were upregulated while those in metabolic pathways were downregulated by nicotine (Fig. 1a). As shown in Fig. 1b, an integrated pathway tree was depicted according to KEGG database, in which hyperactive pathways associated with glycerophospholipid metabolism and nicotinate and nicotinamide metabolism (red) and hypoactive metabolic pathways (blue) were shown. Ppap2b, Pld2, Pld1, Mboat1 and Lpl were grouped into glycerophospholipid metabolism, and Nmnat3, Nudt12 and Nmnat1 were categorized into nicotinate and nicotinamide metabolism, which were all activated by nicotine (Fig. 1c). Among these genes, Pld1, Pld2 and Paap2b owned the strongest degree of centrality, suggesting that glycerophospholipid metabolism has a powerful role in Sst- neurons after nicotine.

**Fig. 1:**
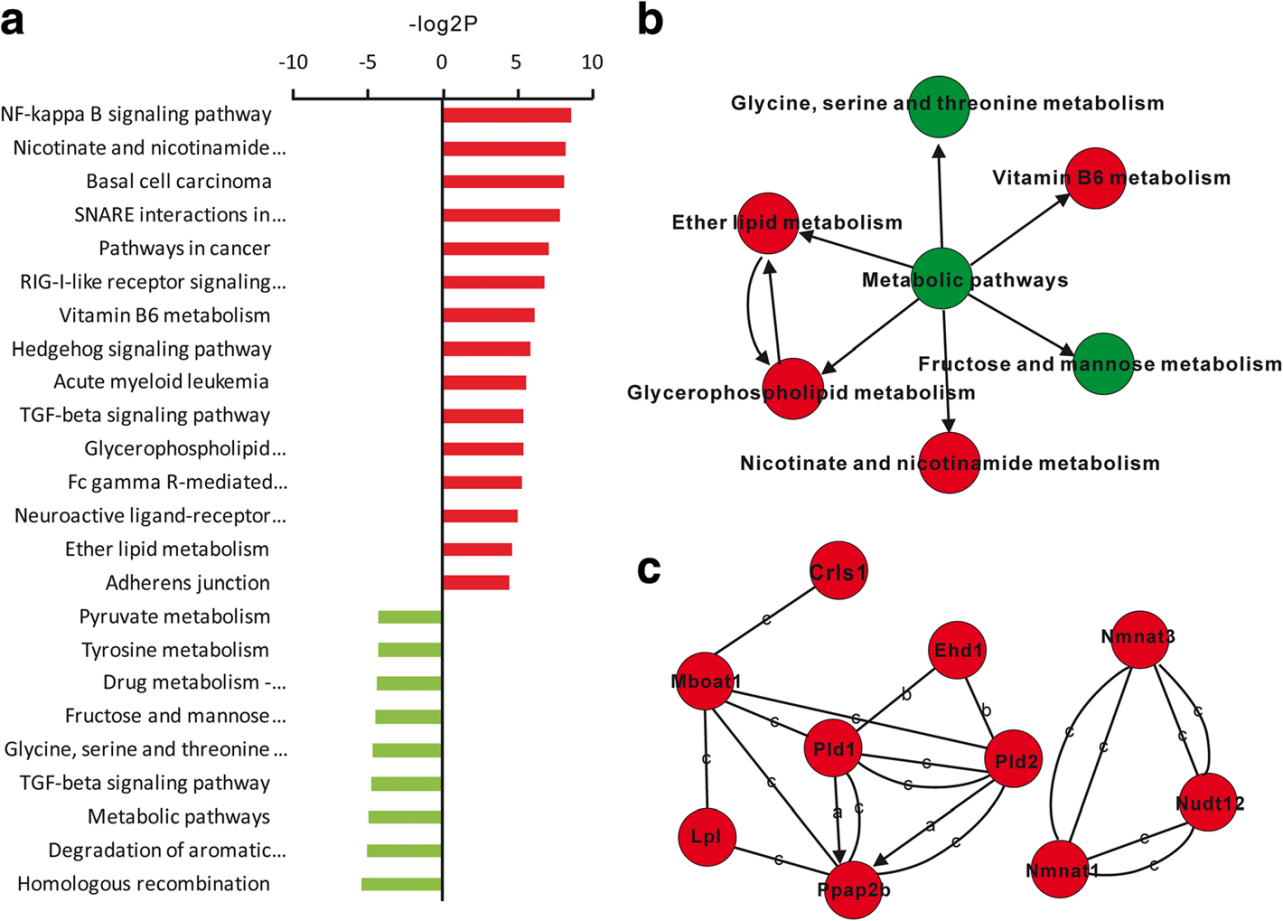
Pathways and functional networks influenced by nicotine in Sst-neurons. **a** Up- and down-regulated pathways affected by nicotine. **b** Interaction network of metabolism related pathways. *Red* and *green* circles represent significantly up- and down- regulated pathways by nicotine (*P* < 0.05), respectively. **c** Network of up-regulated genes involved in glycerophospholipid (*left*) and nicotinate and nicotinamide (*right*) metabolisms after nicotine treatment. Pld1, Pld2 and Paap2b are highly-connected genes with a central role in the network than peripheral genes. c, compound; b, binding/association; a, activation

In Thy1-neurons, nicotine affected 12 pathways related to ABC transporters, calcium signaling, cytokine-cytokine receptor interaction, rheumatoid arthritis, natural killer cell mediated cytotoxicity and pyrimidine and purine metabolism (Fig. 2a, Additional file 5: Supplemental Excel S3). It was interesting to note that pathways in cytokine-cytokine receptor interaction, rheumatoid arthritis, and natural killer cell mediated cytotoxicity are all associated with immune response. According to KEGG database, gene networks related to immune response (Fig. 2b) and pyrimidine and purine metabolism (Fig. 2c) were built. Among these genes, Csf1r and Flt1, Nt5e and Nme4 were considered as the highly-connected genes in immune response (Csf1r and Flt1) and pyrimidine and purine metabolism (Nt5e and Nme4), respectively. These results indicated that in Thy1-neuons, nicotine significantly increased immune response genes while decreased pyrimidine and purine metabolism related genes.

**Fig. 2:**
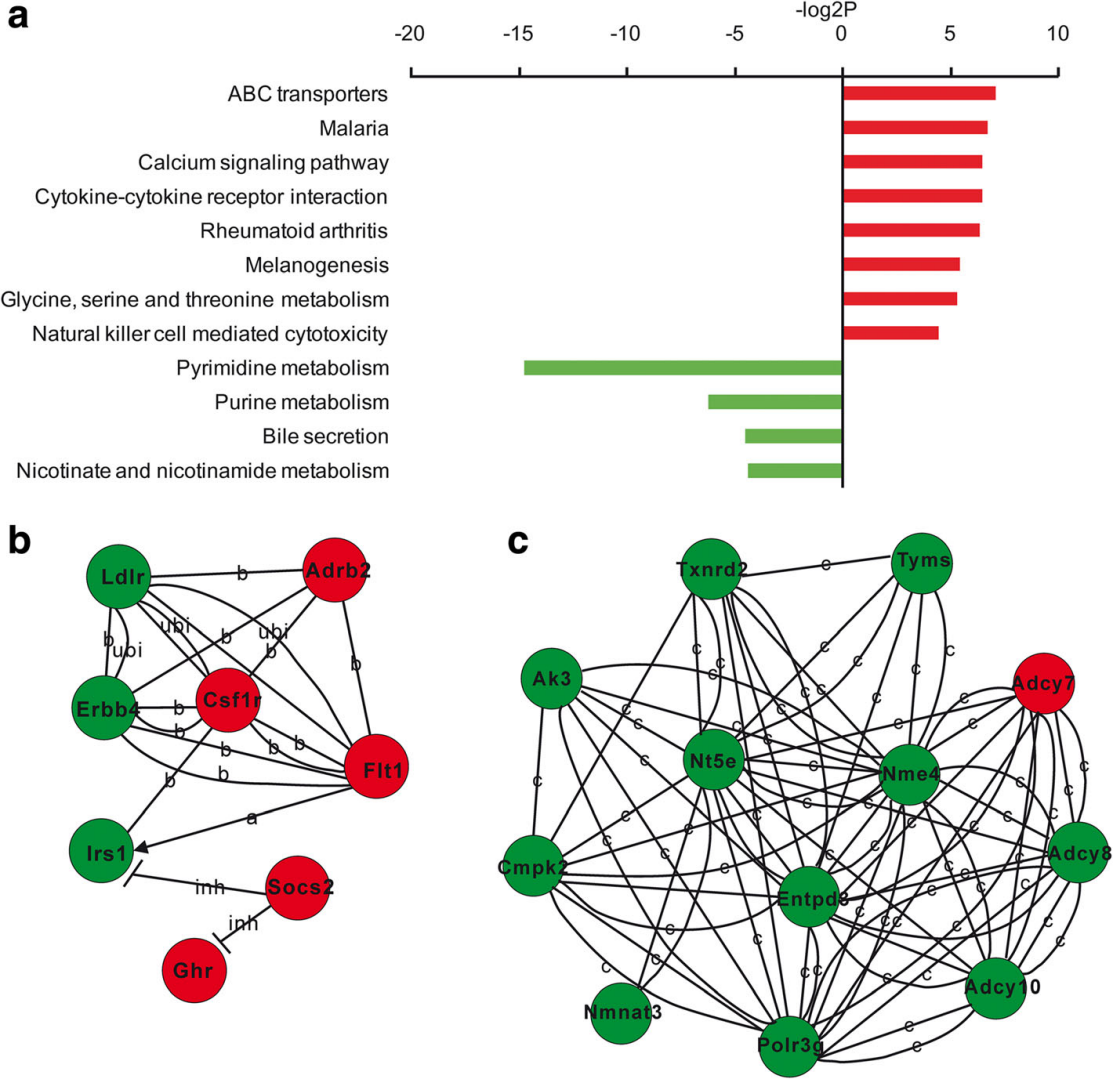
Pathways and functional networks affected by nicotine in Thy1-neurons. **a** Up- and down-regulated pathways affected by nicotine. **b** Network of genes involved in cytokine-cytokine receptor interaction and calcium signaling pathway. **c** Network of genes involved in the metabolism of purine and pyrimidine. *Red* and *green* circles represent significantly up- and down- regulated genes by nicotine (*P* < 0.05), respectively. Csf1r and Flt1 (**a**), and Nme4 and Nt5e (**b**) are highly-connected genes with a central role in the network. c, compound; b, binding/association; inh, inhibition; ubi, ubiquitination

### DEGs between Sst- and Thy1-neurons under basal condition

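Between Sst- and Thy1-neurons without nicotine treatment, 110 of 6366 entries were called, 52 higher and 58 lower in Sst-neurons. Of the 502 position-checked entries tested, 8 were higher and 16 lower in Sst-neurons. The most entries in total were called by DESeq2 (563), and the most position-checked entries by the fit without a filter on low counts (78). Without Sst replicate 2, edgeR called 39 entries, of which 10 were position-checked. Sox1 (chromosome 8, 12395519 to 12399555) had 144 ± 53.8 CPM in Sst-neurons (SD, n = 3) and 0 in both Thy1 libraries, at least 171-fold higher (adjusted p = 0.00851, edgeR), but limma voom gave an adjusted p of 0.0979. Dgkg (chromosome 16, 22466568 to 22657302) had 1161 ± 49.3 CPM in Sst-neurons (SD, n = 3) and 232 ± 21.0 in Thy1-neurons (SD, n = 2), a log2 fold change of 2.15 (standard error 0.23, adjusted p = 0.00907, edgeR). Without Sst replicate 2 the adjusted p-value of Dgkg in edgeR was 0.0562. The position-checked entries with the smallest adjusted p-values among those lower in Sst-neurons were Fam131a (chromosome 16, 20693094 to 20703044) and, tied with Ctxn1 and Bcl6 and named for its smaller unadjusted p-value, Plcxd2 (chromosome 16, 45959261 to 46010413). Fam131a had 121 ± 7.72 CPM in Sst-neurons (SD, n = 3) and 926 ± 56.0 in Thy1-neurons (SD, n = 2), with a log2 fold change of -3.11 (standard error 0.24, adjusted p = 0.00818, edgeR). For Plcxd2 the levels were 163 ± 19.2 (SD, n = 3) and 767 ± 58.9 (SD, n = 2), with a log2 fold change of -2.40 (standard error 0.22, adjusted p = 0.00851, edgeR).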

There were total 3185 DEGs between Sst- and Thy1-neurons without nicotine treatment (Additional file 6: Supplemental Excel S4). GO analysis revealed that these DEGs were significantly enriched in intracellular signal transduction (*P* = 4.4 × 10^−9^), nervous system development (2.16 × ^−7^) and potassium ion transport (2.66 × ^−6^). Small GTPase mediated signal transduction (*P* = 7.8 × 10^−7^) and phosphorylation (*P* = 3.7 × 10^−6^) were also significant (Additional file 7: Supplemental Excel S5). The representative genes with the lowest FDR involved in these biological processes were listed in Fig. 3. As previously known that nervous system development genes such as neuronal differentiation 1/2/6 (Neurod1/2/6) were associated with glutamatergic neuron development in axon outgrowth and glutamatergic synaptogenesis [47, 48]. Moreover, potassium ion channel subtype genes Kcng1, Kcng2, Kcnq5, Kcnip3, Kcnh7, Kcnj4, Kcnj6, Kcns1, Kcnv1 and Kcnh3 were significantly higher in Thy1-neurons, while Kcnt2, Kcnj12, Kcnn1 and Kcnq4 were significantly higher Sst-neurons. Some of the DEGs might be cell-type specific. The genes with high expression pattern (FPKM >1000) relative to low expression pattern (Fold change >20, FDR = 0) were considered as specific genes [18]. The top 80 Sst- and Thy1-neuron specific genes were shown in Additional file 8: Figure S2. Many of these were expressed in a manner consistent with previously published observations [17, 45], while some genes such as Thsd7a in Sst-neurons and Kcnh7 and Crym in Thy1-neurons were not previously reported, suggesting that these genes might represent new marker genes in these neurons.

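With a mean normalized count above 1000 in place of the FPKM value, a fold change above 20 and an adjusted p-value under 0.05 in edgeR, 1 position-checked entry was specific to Thy1-neurons and 0 to Sst-neurons. It was Ctxn1 (chromosome 8, 4257646 to 4259274), which is named here after its values were seen. Its normalized count was 255 ± 116 in Sst-neurons (SD, n = 3) and 5601 ± 1434 in Thy1-neurons (SD, n = 2), a log2 fold change of -4.45 (standard error 0.42, adjusted p = 0.00851, edgeR). Without Sst replicate 2, 0 entries met this rule. The Sst gene (chromosome 16, 23889573 to 23891342) had 92813 ± 32466 CPM in Sst-neurons (SD, n = 3). Its level in Thy1-neurons was 1.15 CPM in replicate 2 (95% Wilson interval 0.446 to 2.95) and 3795 in replicate 3 (3732 to 3859). Its log2 fold change was 5.41 (standard error 2.29, adjusted p = 0.307, edgeR), but it was called when no filter on low counts was used (adjusted p = 1.7e-76, edgeR). The latter p-value does not reflect the spread between the Thy1 libraries and is not taken as evidence. The log2 fold change was 9.65 with the replicate number as a block and 10.37 with limma voom, and in the alternatives other than the fit without a filter the adjusted p-value ranged from 0.0894 to 0.443.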

**Fig. 3:**
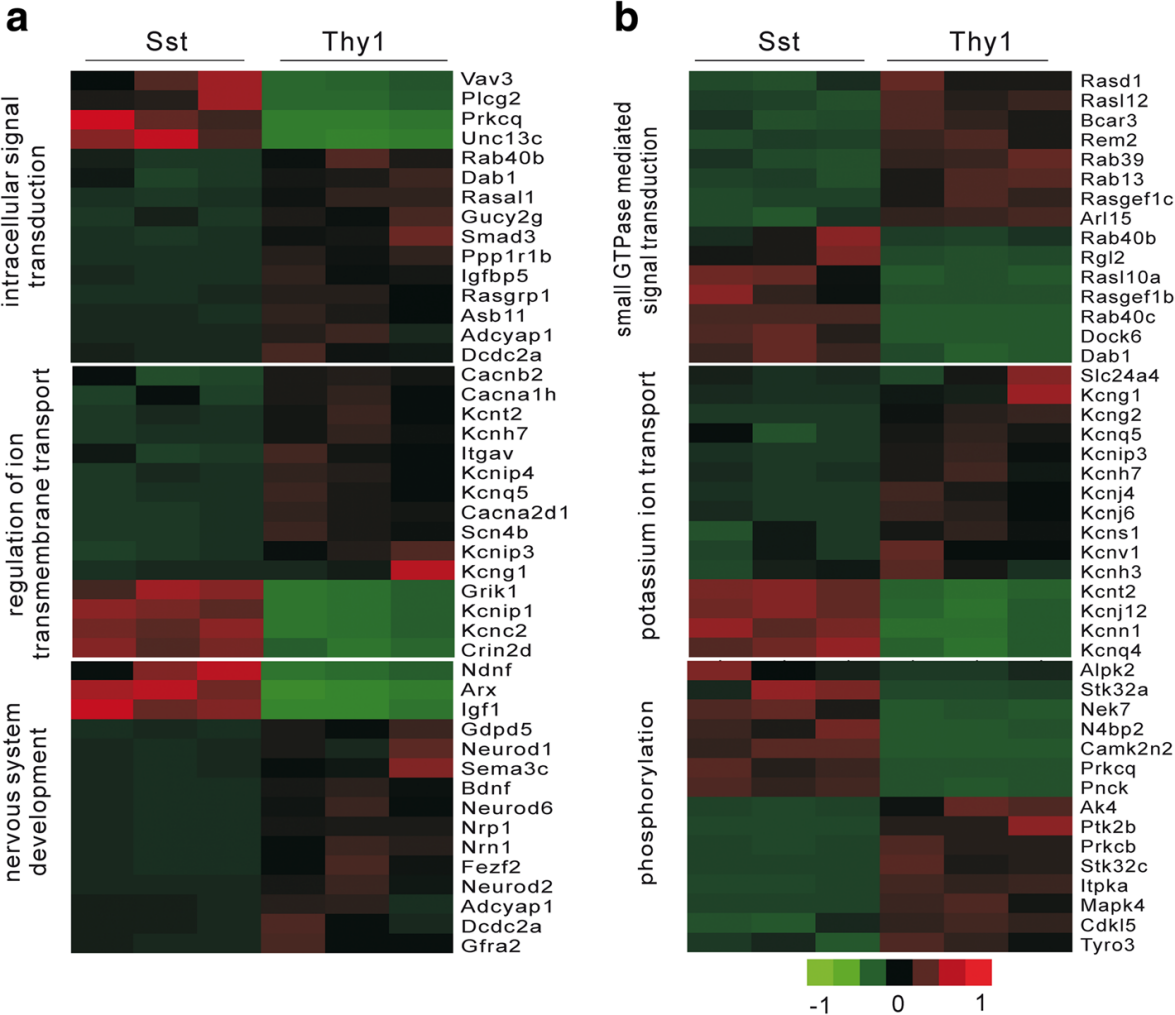
Top-ranked GO terms associated with DEGs between Sst- and Thy1-neurons under basal condition. **a** Heat map representation of the top 15 genes with the lowest FDR involved in intracellular signal transduction, regulation of ion transmembrane transport and nervous system development, respectively (*n* = 3). **b** Representative genes involved in small GTPase mediated signal transduction, potassium ion transport and phosphorylation, respectively (*n* = 3). Gene expression is shown with pseudocolor scale (−1.0 to 1.0) with *red* denoting high gene expression levels and *green* denoting low gene expression levels. FDR is ranged from a maximum of 1.11 × 10^−15^ to 0, which is used for the correction of *P* values

### Pathway analysis of DEGs between Sst- and Thy1- neurons in the absence and presence of nicotine

To further assess nicotine effect on DEGs between Sst- and Thy1-neurons, we performed pathway analysis according to KEGG data base in the absence and presence of nicotine (Additional file 9: Supplemental Excel S6). As shown in Fig. 4a & b, the DGEs between Sst- and Thy1-neurons associated with many common pathways remained exist regardless of nicotine application, which included retrograde endocannabinoid signaling, calcium signaling, axon guidance, glutamatergic synapse, cholinergic synapse, morphine addiction and GABAergic synapse, indicating that DEGs related to these pathways were not affected by nicotine. However, some new DEGs associated with Alzheimer Disease (AD, *P* = 3.57E-04), oxidative phosphorylation (*P* = 2.43E-03), Parkinson Disease (PD, *P* = 2.43E-03) and metabolic pathway (*P* = 3.37E-3) were present only in nicotine treated mice (marked by the rectangles in Fig. 4b). 

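Between Sst+Nic and Thy1+Nic, 34 of 6523 entries were called, 15 higher and 19 lower in Sst-neurons, and 9 of these were position-checked entries (4 higher and 5 lower). With 1 Thy1+Nic library left out the number of calls was 0 or 1, and it was 0 without replicate 3, whereas DESeq2 called 508 entries in total and 75 position-checked entries. Masp1 (chromosome 16, 23451785 to 23521240) had 92.1 ± 41.9 CPM in Sst+Nic (SD, n = 2) and at most 1 count in each Thy1+Nic library, at least 113-fold higher (adjusted p = 0.0311, edgeR). Rin1 (chromosome 19, 5049999 to 5057071) had 2.05 ± 1.45 CPM in Sst+Nic (SD, n = 2) and 88.4 ± 24.3 in Thy1+Nic (SD, n = 3), with a log2 fold change of -5.82 (standard error 0.77, adjusted p = 0.0335, edgeR). Dgkg and Fam131a changed as without nicotine, with log2 fold changes of 1.92 (standard error 0.26, adjusted p = 0.0335, edgeR) and -2.83 (standard error 0.35, adjusted p = 0.0334, edgeR). The Sst gene had a log2 fold change of 11.19 (standard error 1.58, adjusted p = 0.0340, edgeR). None of these 5 genes was called without Thy1+Nic replicate 3, where their adjusted p-values in edgeR lay between 0.0665 and 0.0700.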

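The respiratory chain genes that could be followed as a set were the 13 encoded by the mitochondrial genome (ATP6, ATP8, COX1, COX2, COX3, CYTB, ND1, ND2, ND3, ND4, ND4L, ND5 and ND6), of which 11 are in the comparison of Additional file 9. Without nicotine, all 13 were lower in Sst- than in Thy1-neurons, with log2 fold changes from -1.51 to -0.43 and a median of -0.97 (standard errors 0.17 to 0.25). The median of all entries tested was 0.05. Of the 13 genes, 6 had a log2 fold change below -1, 12 had an unadjusted p-value under 0.05 and 3 were called, or 0 with any 1 Sst library left out. As a set they were lower by edgeR's camera test with its preset correlation of 0.01 (adjusted p = 1.1e-09 over 5 comparisons), but not by the fry test, which keeps the correlation between genes (adjusted p = 0.0658, edgeR). With all libraries in 1 fit the set passed by fry too (adjusted p = 0.0320, edgeR), and over the alternatives that kept all libraries the adjusted p-value by fry ranged from 0.0159 to 0.439. They held 21.6% ± 0.484 of all counted fragments in Sst-neurons (SD, n = 3) and 33.7% ± 2.82 in Thy1-neurons (SD, n = 2), and the libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 2 libraries allow). The alternative that moved the median most was the use of the uniquely mapped reads as library sizes, which was chosen after the data were seen and gave -0.73 with a median of all entries of 0.29.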

For most genes associated with AD and PD, significant changes were absent between Sst- and Thy1- neurons (Sst vs. Thy1, *P* > 0.05) in normal condition. 

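After nicotine treatment, all 13 mitochondrially encoded genes were lower in Sst-neurons, with log2 fold changes from -2.04 to -1.06 and a median of -1.41 (standard errors 0.28 to 0.48), against a median of 0.09 for all entries. All 13 had an unadjusted p-value under 0.05, but 0 were called, with adjusted p-values from 0.0562 to 0.272 in edgeR. DESeq2 called 11 of the 13 with nicotine and 7 without it. The set was lower by the test with a preset correlation (adjusted p = 1.8e-13, camera of edgeR), and its adjusted p-value by fry was the same as without nicotine. With all libraries in 1 fit it was 0.0115 (fry of edgeR), and the range over the alternatives that kept all libraries was 0.0115 to 0.439. With the totals as library sizes and no TMM, chosen after the results were seen, the median was -0.91, against a median of 0.59 for all entries. Its share of the counted fragments was 18.1% ± 2.52 in Sst+Nic (SD, n = 2) and 34.8% ± 3.57 in Thy1+Nic (SD, n = 3), again without overlap and at the smallest possible p-value of the exact permutation test.

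**Figure D2:**
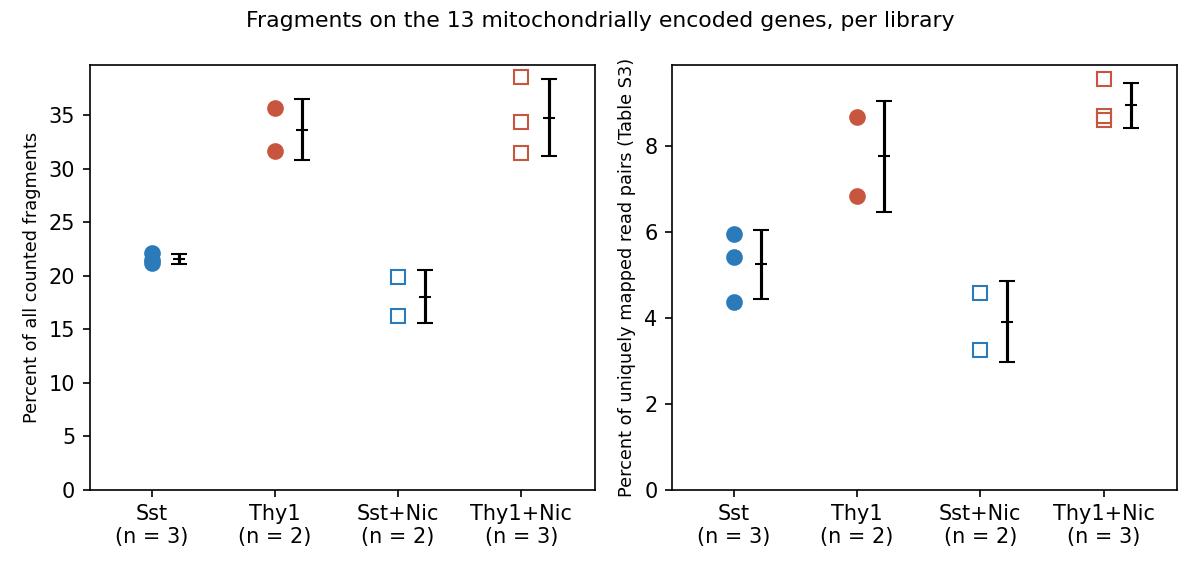
Fragments on the 13 mitochondrially encoded genes in each library of the 4 groups, as a percent of all counted fragments (left) and of the uniquely mapped read pairs of Table S3 (right). Points are libraries and bars are means with SD; every Sst-neuron library lies under every Thy1-neuron library, with and without nicotine.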

After nicotine treatment however, these genes were significantly down-regulated in Sst-neurons compared with those in Thy1- neurons (Sst + Nic vs.Thy1 + Nic, Fig. 5a). Among these significantly changed genes, 62.5% in AD pathway and 74.1% in PD pathway were overlapped and were mitochondrial respiratory chain complex genes, which are closely associated with oxidative phosphorylation. 

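Of 86 entries for nuclear-encoded respiratory chain genes, 4 were position-checked, namely Atp5j, Ndufb4, Ndufs8 and Ndufv1. Without nicotine, 2 of the 4 were lower in Sst-neurons, with log2 fold changes from -0.53 to 2.23 and adjusted p-values from 0.332 to 0.866 in edgeR. The 2.23 was that of Atp5j (standard error 1.66), an entry of few counts (17 to 76 in Sst libraries, 1 to 13 in Thy1 libraries). Ndufb4, Ndufs8 and Ndufv1 lay between -0.53 and 0.16. With nicotine, the 3 that could be tested were all lower in Sst-neurons after TMM, with log2 fold changes from -1.33 to -0.41 and adjusted p-values from 0.126 to 0.646 in edgeR. For Ndufv1 this direction depended on TMM, since its level was 1279 ± 261 CPM in Sst+Nic (SD, n = 2) and 1215 ± 428 in Thy1+Nic (SD, n = 3). DESeq2 called Ndufb4 (log2 fold change -1.18, adjusted p = 0.0213) and Ndufs8 (log2 fold change -1.33, adjusted p = 6.2e-04) with nicotine. Both genes were also called without a filter on low counts, and Ndufs8 alone with the filter of 10 counts in a library and with all libraries in 1 fit.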

In metabolic pathways, some top-ranked genes were shown in Fig. 5b. Different from AD/PD pathway genes which showed a clear trend of decrease (Sst vs. Thy1) in the presence of nicotine, metabolic pathway genes exhibited a complex profile. Both significantly decreased and increased genes in Sst neurons relative to Thy1 neurons were found after nicotine (Sst + Nic vs.Thy1 + Nic, Fig. 5b). Collectively, these results suggested that the relative alteration of mitochondrial respiratory chain complex genes between Sst- and Thy1- neurons may contribute to nicotinic regulation of neural network function, in which metabolic pathway may also play a role.

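In Sst-neurons, 12 of the 13 mitochondrially encoded genes were lower after nicotine, with a median log2 fold change of -0.45 (range -0.60 to 0.12; adjusted p = 1.1e-05 by camera and 0.293 by fry, edgeR). In Thy1-neurons, 9 of the 13 were higher, with a median of 0.12 (range -0.35 to 0.30; adjusted p = 0.413 by camera and 0.799 by fry, edgeR). Among the 10 splits of the 5 libraries, 2 gave a median at least as large in size in Sst-neurons and 7 in Thy1-neurons, the real split included. Without Thy1+Nic replicate 2 the median in Thy1-neurons was -0.013, and without Sst+Nic replicate 2 the median in Sst-neurons was -0.14. In a fit of all 10 libraries, the effect in Sst-neurons minus that in Thy1-neurons had a median of -0.67 (range -0.91 to 0.44; 12 of 13 below 0; adjusted p = 6.8e-04 by camera and 0.293 by fry, edgeR). With the totals as library sizes and no TMM, chosen after the results were seen, this median was -0.33 (9 of 13 below 0; adjusted p = 0.0380 by camera and 0.577 by fry, edgeR) and that in Sst-neurons was -0.23. No entry among 8258 was called for this difference by edgeR with its main filter, and 606 had an unadjusted p-value under 0.05. DESeq2 called 10 of the same entries, 3 of them position-checked. Without a filter edgeR called 36 entries, and with at least 10 counts in a library it called 27. In share of counted fragments, Sst+Nic lay below Sst without overlap (-3.535 percentage points, two-sided exact permutation test, p = 0.1, the smallest possible). In share of uniquely mapped read pairs these groups overlapped (-1.33 points, exact permutation test, p = 0.3). In Thy1-neurons the groups overlapped in both shares (1.12 and 1.19 points, exact permutation test, p = 0.9 and 0.2). The difference of differences in share of counted fragments was -4.65 percentage points (two-sided exact permutation of nicotine within cell types, p = 0.19 over 100 arrangements). From pathway genes that were lower in Sst-neurons after nicotine and in most cases showed no significant difference before it, the paper proposes that the relative change of respiratory chain genes between the cell types may take part in how nicotine regulates network function.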

**Fig. 4:**
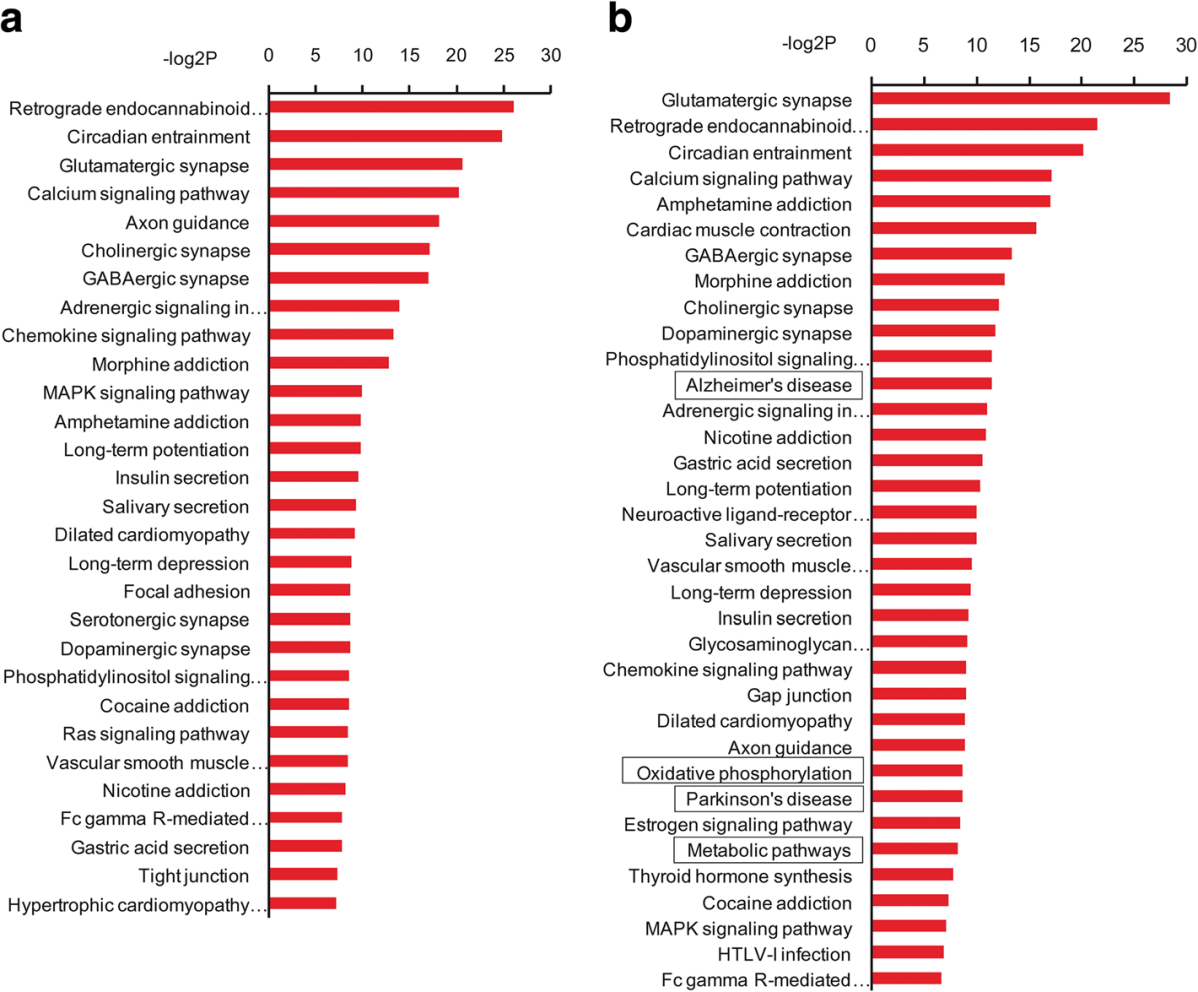
Pathways associated with DEGs between Sst- and Thy1- neurons in the absence and presence of nicotine. **a** In animals without nicotine treatment, the top ranked pathways associated with DEGs between Sst- and Thy1- neurons are depicted. **b** In mice treated with nicotine, the top ranked pathways associated with DEGs between Sst- and Thy1- neurons are present. Some new pathways including Alzheimer’s disease, Parkinson’s disease, oxidative phosphorylation and metabolic pathway are found in the presence of nicotine. Except for metabolic pathway, the DEGs are significantly overlapped between pathways and are associated with mitochondrial respiratory chain complex

**Fig. 5:**
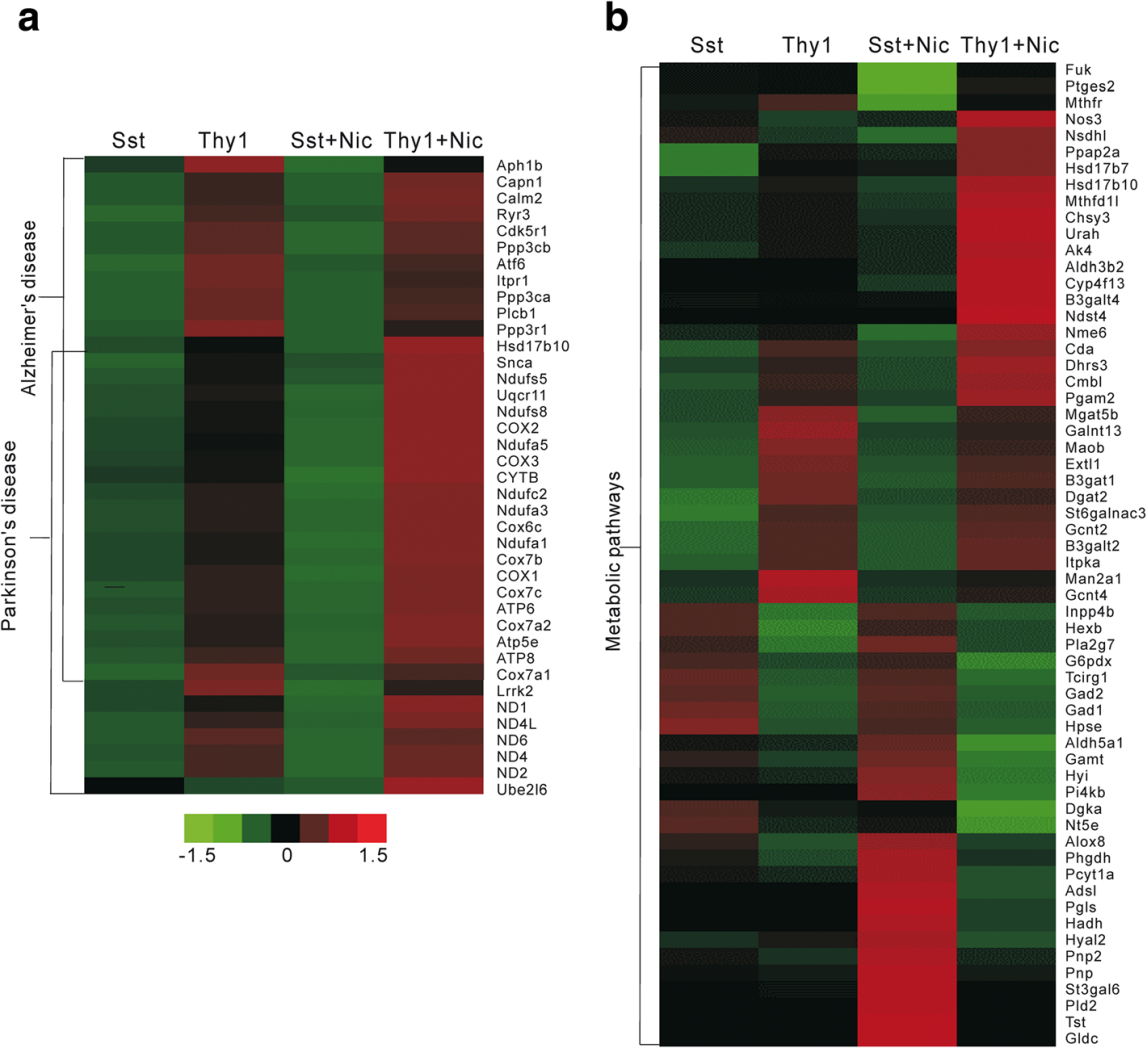
Representative genes in selected pathways. **a** The heat map of DEGs involved in Alzheimer’s disease (AD) and Parkinson’s disease (PD). Paired columns on the left: most of the genes in these pathways are relatively low in Sst-neurons and relatively high in Thy1-neurons with no significant difference in normal condition (Sst vs. Thy1, *P* > 0.05, *n* = 3). Paired columns on the right: the differences between Sst- and Thy1- neurons become significant after nicotine administration (Sst + Nic vs. Thy1 + Nic, *P* = 3.57E-4 for AD, *P* = 2.43E-3 for PD, *n* = 3). **b** The heat map of DEGs in metabolic pathway. Paired columns on the left: comparison of transcripts between Sst- and Thy1- neurons without nicotine (Sst vs. Thy1, *P* > 0.05, *n* = 3). Paired columns on the right: comparison of transcripts between Sst- and Thy1- neurons with nicotine (Sst + Nic vs. Thy1 + Nic, *P* = 3.37E-3, *n* = 3). Pseudocolor scale (−1.5 to 1.5): *green* represents low expression and *red* represents high expression

### Validation of representative genes by RT-PCR

To validate RNA-seq findings, we examined the expression level of some hub genes described in Figs. 1 & 2 by RT-PCR. As expected, the expression of Dlx1 and Gdpd3 were very low in Thy1-neuron relative to the high level in Sst-neurons. And Dlx1 that is necessary for interneuron differentiation and migration [45, 49] was selectively expressed in Sst- neurons (Fig. 6a). Consistent with RNA-seq findings, Ppap2b, Pld1 and Crls1 were significantly up-regulated by nicotine in Sst neurons. In addition, Flt1 was up-regulated and Entpd3 and Nme4 were down-regulated by nicotine in Thy1-neurons (Fig. 6b & c).

**Fig. 6:**
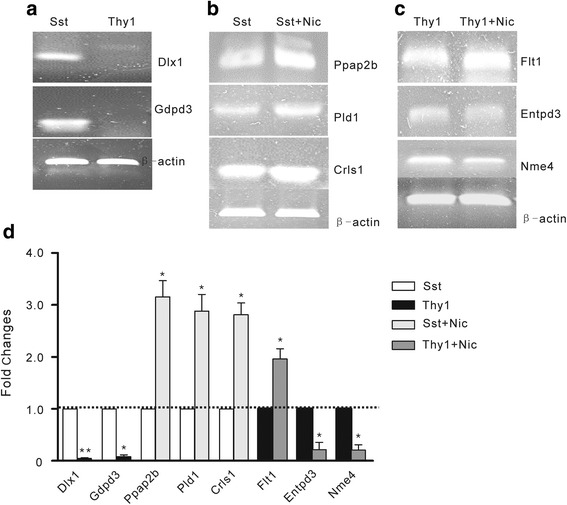
Semi-quantitative RT-PCR validation of representative DEGs. **a** Dlx1 and Gdpd3 were specifically expressed in Sst-neurons. **b** Increased expression of Ppap2b, Pld1 and Crls1 are shown in nicotine treated Sst-neurons. **c** Nicotine increases the expression of Flt1, and decreases that of Nme4 and Entpd3 in Thy1-neurons. **d** The densitometry analysis of the RT-PCR results from **a**, **b** & **c**. The expression levels of corresponding genes were normalized by β-actin. Data are shown in means ± SEM from at least three independent experiments (*P < 0.05, **P < 0.001, Student’s *t*-test)

## Discussion

Previous microarray studies have shown that in SH-SY5Y cells, brief exposure (1 h) of nicotine (1 mM) results in DEGs associated with 14 pathways, in which the Toll-like receptor and death receptor pathways involved in immune response were significantly affected [19]. On the other hand, chronic nicotine causes regional DEGs, with prefrontal cortex (PFC) and nucleus accumbens (NAc) being most responsive to nicotine. The DEGs induced by nicotine in these areas are involved in phosotidylinositol signaling, calcium homeostasis and neuroprotection [50]. In addition, a comparative study reveals that genes involved in protein modification are altered by systemic nicotine in a region specific manner [21]. In the present study, we provide evidence that the effect of nicotine on DEGs is also dependent on distinct cell types. In addition, the relative DEGs between interneuron and pyramidal neurons might help understand how nicotine regulates brain functions at circuit level.

### Effect of nicotine on lipid metabolism in interneurons

In our work, Pld1 (phospholipase D1), Pld2 and Ppap2b (phosphatidic acid phosphatase 2b, LPP3) in interneurons are significantly increased by nicotine. These results are consistent with the notion that glycerophospholipid signaling is affected by nicotine [50]. Neuronal PLD can be activated by variety of stimulators such as neurotransmitters, hormones and growth factors [51]. The basic functions of PLD are associated with vesicular trafficking, brain development and neuroprotection [52]. However, different roles of PLD1 and PLD2 in Alzheimer Disease have been found. While PLD1 acts as a negative regulator of β-amyloid (Aβ) formation [53], PLD2 is required for Aβ-induced synaptotoxic action [54]. PPAP2b is a lipid phosphohydrolase enzyme that catalyzes the conversion of phosphatidic acid (PA) to diacylglycerol (DAG). It also hydrolyzes lysophosphatidic acid (LPA), ceramide-1-phosphate (C1P) and sphingosine-1-phosphate (S1P), thus participating in a variety of cellular signaling [55]. PPAP2b plays a key role in neuronal development through S1P signaling [56]. However, the function of PPAP2b in interneurons is poorly understood.

### Effect of nicotine on immune response and purine and pyrimidine metabolism in pyramidal neurons

An important pathway affected by nicotine is immune response. Two genes upregulated by nicotine are Csf1r (macrophage colony stimulating factor 1 receptor, M-CSFR) and Flt1 (fms-related tyrosine kinase 1, VEGFR1). CSF1R can be activated by CSF1 and interleukin-34 (IL-34), thus contributing to innate immunity by regulating the development of macrophage and microglia in the brain [57]. FLT1 regulates VEGF mediated angiogenesis [58]. It also binds to PlGF (placenta growth factor) that acts as a cytokine and is neuroprotective for cortical neurons [59, 60]. These results are consistent with the findings that nicotine regulates innate immune response in neuronal cells [19, 61]. The immune responses in the central nervous system are thought to modulate endocrine activity that controls cell migration, thermoregulation, drinking and feeding, among others [62]. Furthermore, the chemokine mediated neuo-glial crosstalk plays important role in multiple sclerosis and AD [63].

Systemic application of nicotine leads to down-regulated genes associated with purine and pyrimidine metabolism, in which Nme4 (nucleoside diphosphate kinase D, NDPKD) and Nt5e (5′-nucleotidase, ecto, CD73) are considered to be highly-connected genes. NME4 binds to mitochondrial inner membrane through cardiolipin and is associated with short chain fatty acids metabolism, Kreb cycle and apoptosis [64]. NT5E is a membrane-anchored protein that catalyzes the extracellular formation of adenosine from AMP. This protein mediates the inhibition of hippocampal synaptic plasticity and nociception [65, 66]. Although the functional consequences of these changes are not well understood, a recent study demonstrates that these genes are abnormally expressed in the brain of Parkinson disease [67].

### Intrinsic transcriptome differences between Sst- and Thy1- neurons

Our study demonstrates that many intrinsic differences between interneurons and pyramidal neurons remain exist regardless of nicotine administration. Consistent with previous reports [17, 32], the majority of DEGs between Sst- and Thy1- neurons in our study are associated with intracellular signal transduction, nervous system development and ion channel expression and regulation (Fig. 3). Pathway analysis links these genes to neurotransmitters (glutamate and GABA), neuromodulators (e.g. dopamine, serotonin and acetylcholine) and drug addiction relative to cocaine, morphine and nicotine (Fig. 4a), suggesting that these DEGs might contribute to the integrated function of cortical interneurons and pyramidal neurons [2]. In addition, we also find some new cell-specific genes, which include Thsd7a (thrombospondin, Type I, domain containing 7A) in Sst-neurons and Kcnh7 (potassium voltage-gated channel subfamily H member 7, HERG-3) and Crym (crystallin Mu, NADP-regulated thyroid-hormone-binding protein) in Thy1-neurons. The functional role of these genes is currently unknown.

### Nicotine induces relative DEGs associated with mitochondrial respiratory chain between Sst- and Thy1- neurons

Major functions of mitochondria in neurons include the regulation of synaptic plasticity [68, 69]. Our study demonstrates that chronic nicotine causes significantly decreased genes of mitochondrial respiratory chain in interneurons relative to pyramidal neurons, suggesting that nicotine favors pyramidal activity. Consistently, ectrophysiological studies have demonstrated that chronic exposure to nicotine results in persistent depression of interneuron, while glutamatergic neurotransmission is always increased [70, 71]. At circuit level, nicotine induces gamma oscillations in hippocampal neurons [72, 73], which are associated with the integrated function of pyramidal neurons and interneurons [74]. Thus, the relative DEGs between Sst- and Thy1- neurons might play a key role in nicotinic regulation of synaptic plasticity and network function. Unlike mitochondrial genes which show a clear trend of relative decrease in interneurons after nicotine, both the decreased and the increased genes are found in metabolic pathway, suggesting the complicated regulation. Example genes in metabolic pathway include nsdhl (NAD (P) dependent steroid dehydrogenase-like), mthfd1l (methylenetetrahydrofolate dehydrogenase (NADP^+^ dependent) 1-Like) and dhrs3 (dehydrogenase 3). However, the functional role of these genes in neurons is not well-understood.

## Conclusions

Is this study, most DEGs by nicotine are not enriched in Sst- or Thy1- neurons (FPKM <1000, Additional file 4: Supplemental Excel S2 & Additional file 5: Supplemental Excel S3), suggesting that nicotine might not have significant effect on major transcripts [30]. However, the relative changes of mitochondrial genes between Sst- and Thy1- neurons are highly enriched (FPKM >1000, Additional file 9: Supplemental Excel S6), which implies that nicotine may play a more prominent role in the regulation of functional balance between interneurons and pyramidal neurons. In addition, although many of the genes affected by nicotine can be categorized into pathways, still the majority of genes cannot be grouped, which does not rule out their functional importance. Moreover, the limitation of this study is that nicotinic effect was assessed from two genetically different mouse strains, thus the potential bias of DEG results between Sst- and Thy1- neurons may be existed (Fig. 3), as compared to the findings by Sugino K and colleagues [17]. Nonetheless, our study highlights the following findings: (1) Interneurons instead of pyramidal neurons might play a dominant role in nicotinic regulation of glycerophospholipid signaling in specific brain regions [50]. (2) Pyramidal neurons might be important in nicotinic regulation of immune response and calcium signaling [61, 75]. (3) The relative alterations of mitochondria related genes may contribute to nicotinic regulation of synaptic activity and neural network function [68, 73]. However, the role of the highly connected genes affected by nicotine in individual neurons is currently unknown, which remains to be studied in the future.

## Additional files

Additional file 1: Table S1. Paired primer sequences used for RT-PCR. **Table S2.** Clean Summary. **Table S3.** Mapping result statistics. **Table S4.** Gene expression levels associated with non-neurons. (DOC 101 kb)
Additional file 2: Figure S1. Overview of RNA-sequencing quality. A: Percentage of mapped reads onto the regions of exon, intron, 5′-untranslated region (5′-UTR), 3′-untranslated region (3′-UTR), transcription start site (TSS), transcriptionend site (TES) and intergenic region (InterGenic) in all samples. B-E: Distribution of reads on chromosomes in independent samples of Sst- and Thy1-neurons, in the absence (- Nic) and presence of nicotine (+ Nic). (TIF 8790 kb)
Additional file 3: List of DEGs affected by nicotine in Sst- and Thy1-neurons. (XLSX 203 kb)
Additional file 4: Pathways and related genes affected by nicotine in Sst neurons. (XLSX 33 kb)
Additional file 5: Pathways and related genes affected by nicotine in Thy1 neurons. (XLSX 23 kb)
Additional file 6: List of DEGs between Sst- and Thy1-neurons﻿ in the﻿ absence of nicotine. (XLSX 392 kb)
Additional file 7: GO analysis of DEGs between Sst- and Thy1-neurons in the﻿ absence of nicotine. (XLSX 76 kb)
Additional file 8: Figure S2. Heat map of top 80 cell-type-specific genes expressed in Sst- and Thy1-neurons. The genes with high expression pattern (FPKM > 1000, top and bottom) relative to low expression pattern (Fold change >20, FDR = 0) are selected. For low-expression genes, those with FPKM > 10 are shown on the top, while those with FPKM < 10 are shown on the bottom (*n* = 3). Gene symbols with expression pattern consistent with published observations are shown in red. (TIF 1891 kb)
Additional file 9: Comparisons of pathways in the absence and presence of nicotine. (XLSX 172 kb)

## Abbreviations

ACSF: Artificial cerebral spinal fluid
AMPA: α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
BSA: Bovine Serum Albumin
DEG: Differentially expressed genes
DNQX: 6, 7-dinitroquinoxaline-2,3-dione
FPKM: Fragments Per Kilobase of exon model per Million mapped reads
GABA: Gamma aminobutyric acid
KEGG: Kyoto encyclopedia of genes and genomes
nAChRs: Nicotinic acetylcholine receptors
NMDA: N-methyl-D-aspartic acid receptor
Sst: Somatostatin
Thy1: Thymus cell antigen 1
TTX: Tetradotoxin

# Supplementary material for: Chronic nicotine differentially affects murine transcriptome profiling in isolated cortical interneurons and pyramidal neurons
**Source:** BMC Genomics. 2017 Feb 20;18:194. doi: 10.1186/s12864-017-3593-x
**Supplement:** Additional file 1: Table S1. — Paired primer sequences used for RT-PCR. Table S2. Clean Summary. Table S3. Mapping result statistics. Table S4. Gene expression levels associated with non-neurons.

## Table S1. Paired primer sequences used for RT-PCR

| **Gene** | **Primer sequence** | **Product size (bp)** |
| --- | --- | --- |
| **Pld1** | F：TATTGCCTTCGTCCTCCTTGTAG | 141 |
|  | R：CACCGGGCGTGTCTGTAG |  |
| **Dlx1** | F：ATGCCAGAAAGTCTCAACAGC | 118 |
|  | R：AACAGTGCATGGAGTAGTGCC |  |
| **Ppap2b** | F: GGCGATCGTCCCTGAGAGTAAGAA | 108 |
|  | R: AGGCAGAAGAGGTCCAGGCAGAT |  |
| **Csf1r** | F: GCCCGCCTGCCTGTAAAGTG | 132 |
|  | R: GCCGGGGTAGGGGTTCAGAC |  |
| **Flt1** | F: GCGCCACACCTGCTTCAAA | 92 |
|  | R: GGCGCGGGGACACCTCTA |  |
| **Nme4** | F: CAAGCTCGTGGGGATGAAG | 99 |
|  | R: CTGATAAGAGCTGGGTAGAATGGC |  |
| **Entpd3** | F: GCCAGTGCGCTAAACCTCTCAG | 130 |
|  | R: ACCGGGCATACGTCTCATCAAAT |  |
| **Gdpd3** | F:TAGGCGCTTTGACCGGAATGAGAT | 152 |
|  | R:GGAGCAGCCCCAGGTAGTAGAGCA |  |
| **Crls1** | F:TCTGCCAACACCGCGAACACTA | 127 |
|  | R:TGCCAAAGAAGCTGCCACCAA |  |
| **Ndufa3** | F:CTGGTGGTGTCCTTCTCTGTC | 109 |
|  | R:CTGGGTAGTTGTAGGGTGTGG |  |
| **Ndufa5** | F:TGCGACACTCCACACGA | 139 |
|  | R:GCTCCGCCTTGACCATA |  |
| **Cox1** | F:TACTAACAGACCGCAACCTAAACA | 94 |
|  | R:TGCCCAAAGAATCAGAACAGA |  |
| **ATP6** | F:GGCCTTTTACCACATACATTTACA | 84 |
|  | R:TACGGCTCCAGCTCATAGTG |  |
| **β-actin** | F:CACGATGGAGGGGCCGGACTCATC | 240 |
|  | R:TAAAGACCTCTATGCCAACACAGT |  |

**Table S2.** Clean Summary

| **Sample ID** | **Good reads** | **Quality trimed** | **Adaptor**  **trimed** | **Clean reads** | **rRNA**  **trimed** | **Clean**  **ratio(%)** |
| --- | --- | --- | --- | --- | --- | --- |
| **9923** | 61503054 | 60777822 | 59874920 | 58344200 | 58168590 | 94.58 |
| **9929** | 40918200 | 40339686 | 39726748 | 38588978 | 38500372 | 94.09 |
| **9937** | 45808478 | 45300315 | 44631537 | 43519900 | 43397392 | 94.74 |
| **9950** | 46289718 | 45593354 | 44916654 | 43619046 | 43446994 | 93.86 |
| **9952** | 51726042 | 51027729 | 50259713 | 48901476 | 48708302 | 94.17 |
| **9958** | 44834120 | 43982201 | 43291386 | 41835904 | 41324412 | 92.17 |
| **9959** | 48421584 | 47788036 | 47089025 | 45825462 | 45629180 | 94.23 |
| **9971** | 67842486 | 66859770 | 65835075 | 63930380 | 63579270 | 93.72 |
| **9972** | 48182152 | 47451896 | 46549442 | 45238168 | 45134830 | 93.68 |
| **9973** | 46222194 | 45375706 | 44671611 | 43198568 | 43003450 | 93.04 |
| **9975** | 49303834 | 48493417 | 47741273 | 46256020 | 46045162 | 93.39 |
| **9976** | 50019942 | 49090085 | 48319882 | 46703176 | 46557398 | 93.08 |

**Note**: The ID numbers are corresponding to the following neuron groups. 9923, 9975, 9976 for SST; 9973, 9937, 9971 for Sst+Nic; 9972, 9959, 9950 for Thy1; and 9958, 9952, 9929 for Thy1+Nic, respectively.

**Table S3.** Mapping result statistics

| **Samples_ID** | **All reads** | **Mapped reads** | **Mapped**  **Pair**  **reads** | **Mapped**  **broken-pair**  **reads** | **Mapped**  **Unique**  **reads** | **Mapped**  **Multi**  **reads** | **Mapping ratio(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **9923** | 58168590 | 45537473 | 44062156 | 1475317 | 39665368 | 5872105 | 78.29 |
| **9929** | 38500372 | 30753719 | 29908164 | 845555 | 26837489 | 3916230 | 79.88 |
| **9937** | 43397392 | 32849692 | 31737442 | 1112250 | 29185305 | 3664387 | 75.7 |
| **9950** | 43446994 | 34101711 | 33145716 | 955995 | 29950621 | 4151090 | 78.49 |
| **9952** | 48708302 | 39817209 | 38763068 | 1054141 | 34155776 | 5661433 | 81.75 |
| **9958** | 41324412 | 30301386 | 29333592 | 967794 | 25396606 | 4904780 | 73.33 |
| **9959** | 45629180 | 36473054 | 35432820 | 1040234 | 32341833 | 4131221 | 79.93 |
| **9971** | 63579270 | 48084830 | 46415114 | 1669716 | 42345343 | 5739487 | 75.63 |
| **9972** | 45134830 | 22441330 | 21595304 | 846026 | 19334042 | 3107288 | 49.72 |
| **9973** | 43003450 | 31224980 | 30119270 | 1105710 | 26384173 | 4840807 | 72.61 |
| **9975** | 46045162 | 33858778 | 32637158 | 1221620 | 29186022 | 4672756 | 73.53 |
| **9976** | 46557398 | 33756868 | 32531740 | 1225128 | 28957905 | 4798963 | 72.51 |
| **9923** | 58168590 | 45537473 | 44062156 | 1475317 | 39665368 | 5872105 | 78.29 |
| **9929** | 38500372 | 30753719 | 29908164 | 845555 | 26837489 | 3916230 | 79.88 |

**Note**: The ID numbers are corresponding to the following neuron groups. 9923, 9975, 9976 for SST; 9973, 9937, 9971 for Sst+Nic; 9972, 9959, 9950 for Thy1; and 9958, 9952, 9929 for Thy1+Nic, respectively.

## Table S4. Gene expression levels associated with non-neurons

| **Gene** | **Locus** | **Thy1 neuron-1** | **Thy1 neuron-2** | **Thy1 neuron-3** | **Sst neuron-1** | **Sst neuron-2** | **Sst neuron-3** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Vim** | gia | 2.43 | 0.00 | 0.00 | 0.00 | 5.98 | 0.00 |
| **Slc1a3** | glia | 3.89 | 0.00 | 0.67 | 0.41 | 4.07 | 3.03 |
| **Metrn** | gila | 0.00 | 0.00 | 0.00 | 0.62 | 0.00 | 0.00 |
| **Gfap** | astrocyte | 0.56 | 0.00 | 0.00 | 0.00 | 3.53 | 0.00 |
| **Aqp4** | astrocyte | 0.08 | 0.00 | 0.14 | 0.00 | 1.00 | 0.00 |
| **Mfge8** | astrocyte | 2.76 | 0.00 | 0.19 | 0.05 | 1.10 | 0.03 |
| **Olig1** | oligodendrocyte | 0.05 | 0.00 | 5.37 | 2.63 | 1.82 | 2.06 |
| **Itpr2** | oligodendrocyte | 0.00 | 0.00 | 0.00 | 0.02 | 0.17 | 0.09 |
| **Aif1l** | microgila | 1.30 | 0.00 | 2.74 | 0.00 | 1.10 | 0.00 |
| **Hbb-b1**  **Hba-a1** | red blood cell   red blood cell | 0.00  1.99 | 0.00  0.63 | 0.00  0.00 | 0.00  0.00 | 0.00  0.06 | 0.00  0.00 |
| **Hba-a2** | red blood cell | 3.10 | 1.26 | 0.00 | 0.00 | 0.06 | 0.00 |

Note: The numbers are expressed as FPKM (Fragments Per Kilobase of exon model per Million mapped reads). FPKM<10 is considered as low expression, while FPKM 10 is considered as high.

How the deposited data were processed for this re-analysis (not part of the article)

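RNA was sequenced from hand-collected cortical neurons of GIN mice (Sst-neurons) and YFPH mice (Thy1-neurons) that had received nicotine or saline. The authors trimmed the paired-end reads, aligned them to the mouse genome mmu10.p2 with TopHat and deposited a table with the number of fragments on each of 35129 gene entries, without normalization. The counting program and annotation are not named in the paper's text. The table was used for 10 libraries, and the remaining 2 of the 12 were not analysed here. Of the entries, 16468 held a count in at least 1 library. Totals per library ranged from 2915738 to 4878326 fragments, so that a count of 0, taken as up to 3 counts, allowed between 0.615 and 1.03 CPM. Wilson intervals at 95% and these limits cover counting error only.

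Gene positions were taken from the RefSeq annotation of GRCm38, the build the authors aligned to, and 25710 entries had a position by symbol. Entries were checked against the paper's group values for Sst and Thy1+Nic, the groups whose 3 libraries were all used, for genes with a value of at least 50. Library factors were fitted on mitochondrially encoded genes. A stretch of a chromosome from its start was position-checked as long as every gene compared held between 0.3 and 3 times the paper's value and at least 2 genes were within 1% of it; genes that start in the first 1 Mb were left out. This rule was set after the values had been seen. Counts of DEGs are given for all entries and for position-checked entries, and no list that rests on the names of other entries is reported. For this reason the tests of the nuclear-encoded respiratory chain set, planned beside those of the mitochondrially encoded set, were not run, and the Benjamini-Hochberg adjustment of set tests covers 5 tests in place of 10. Of the 41 genes that the paper's text names among its results, 0 were in position-checked entries.

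Each comparison of 2 groups used the 5 libraries of those groups, and the interaction of nicotine and cell type used all 10. The quasi-likelihood test of edgeR 4.0.16 was run in R 4.3.3 with TMM normalization and filterByExpr (minimum count 10), and genes the paper names were kept if they had a count. Standard errors were derived from the log2 fold change and the test statistic of the same fit. The mitochondrially encoded set was tested with camera (inter-gene correlation 0.01) and fry. Shares of fragments were compared with two-sided exact permutation tests. The genes to be named were, for each comparison, the 2 called entries with the smallest adjusted p-values in each direction (ties ordered by the unadjusted p-value), restricted to position-checked entries after the values had been seen, with Sst and the members of small lists added. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for levels and permutations.

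Alternatives were DESeq2 1.42.0, limma voom with sample quality weights (limma 3.58.1), RLE size factors, no filter, a filter of at least 10 counts in a library, all libraries in 1 fit, the replicate number as a block, mitochondrially encoded genes left out, no fold-change threshold, and each library left out in turn. These were chosen before the data were examined. A fit on position-checked entries alone and the uniquely mapped reads of Table S3 as library sizes were added afterwards, and the totals as library sizes without TMM were added after the results had been seen. The fits were tested on simulated data with a dispersion of 0.4 and a log2 change of 3 in 200 genes, drawn from entries with high expected counts only. In the design of the Sst-neuron nicotine comparison 34.5% of these genes were called and in that of the Thy1-neurons 33.0%, with 1 and 3 false calls. The common dispersion of the deposited counts was higher, between 0.826 and 1.19 in the 5 comparisons. The simulated shares may therefore be too high for the deposited counts, and 0 calls by nicotine do not exclude changes of this size. GO and pathway enrichment, the gene lists by name and the RT-PCR experiments were not analysed here.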

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

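The set test of the interaction was planned, and the fits that left out 1 library were chosen before the data were examined. The totals as library sizes without TMM were added after the results had been seen. The explanations below were set out after the interaction result had been seen. The effect of nicotine on the 13 mitochondrially encoded genes differed between Sst- and Thy1-neurons in a test of the interaction, with a median log2 difference of -0.67 and 12 of 13 genes below 0 (adjusted p = 6.8e-04, camera of edgeR). Correlation among these genes, which share a genome and promoters, may account for the small p-value of camera: with fry, which keeps that correlation, the adjusted p-value was 0.293 in edgeR. Scaling between libraries cannot be told apart from an effect of nicotine, because the TMM factors differ between the groups (1.35 and 1.11 in Sst+Nic, 0.836, 0.794 and 0.962 in Thy1+Nic). With the totals as library sizes and no TMM the median was -0.33, with 9 of 13 genes below 0 (adjusted p = 0.0380, camera of edgeR) and a median of all entries of 0.30. The -0.33 is within the standard error of 0.40 that the spread between replicates (SD 0.31, log2) gives for such a difference, while the other scalings tried gave -0.55 or further from 0. A part played by 1 library cannot be told apart from an effect of nicotine, because Sst+Nic has 2 libraries: without Sst+Nic replicate 2 the median was -0.33, within that standard error, and without Thy1+Nic replicate 2 it was -0.48 (adjusted p = 0.0790, camera of edgeR). The share of counted fragments gave -4.65 percentage points (exact permutation test, p = 0.19), and the share of uniquely mapped read pairs gave -2.52 points (exact permutation test, p = 0.08). An effect of nicotine that depends on the cell type stays open and so does one that depends on the mouse line, since each cell type came from its own line.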

How the results depend on the processing

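Of 519 values computed under alternatives, 427 kept their direction and side of the threshold or stayed within the spread allowed, 42 became weaker, 42 stronger, 5 moved and 3 reversed. For single genes, 22 of 252 became weaker, 7 stronger and 2 reversed. The numbers of DEGs moved most. In what follows, position-checked entries are given in parentheses, and the cause was not tested unless stated.

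DESeq2 gave 16 (1) DEGs by nicotine in Sst-neurons, 14 (3) in Thy1-neurons, 563 (75) between the cell types without nicotine, 508 (75) with nicotine and 10 (3) for the interaction. Without a filter the numbers were 8 (2), 13 (3), 454 (78), 356 (61) and 36 (5), and 2 entries were specific to a cell type. For Sst without nicotine, the p-value of that fit did not reflect the spread between the Thy1 libraries, so its calls may be too many. With at least 10 counts in a library they were 7 (3) in Thy1-neurons, 266 (48) without nicotine, 275 (51) with nicotine and 27 (5) for the interaction. With all libraries in 1 fit, 105 (27) were called between the cell types with nicotine. The replicate number as a block gave 62 without nicotine and 9 (2) with nicotine; replicate numbers do not pair the mice, since deviations of libraries with the same number had correlations from -0.211 to 0.049 across 3171 entries. Limma voom called 16 position-checked entries with nicotine and 1 entry for the interaction. In the fit on position-checked entries alone, chosen after seeing the data, 17 were called with nicotine and 0 were specific; the uniquely mapped reads as library sizes, also chosen after seeing the data, gave 0 specific entries, and so did the totals as library sizes without TMM, chosen after seeing the results. RLE size factors, the totals without TMM and the removal of mitochondrially encoded genes kept each number of DEGs within 1.5 times. Leaving out all mitochondrially encoded genes moved Olig1 in Sst-neurons to 26.3 CPM, since fewer counts make up the library size.

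Across the 3 fits that each left out 1 Sst library, DEGs without nicotine ranged from 39 to 50 (10 to 13), lowest without Sst replicate 2, and specific entries from 0 to 1. Across the 3 that left out 1 Thy1+Nic library, DEGs with nicotine ranged from 0 to 1 (0 to 1), where the construction leaves 2 libraries against 2. Masp1, Dgkg, Fam131a and Rin1 lost their call with nicotine in each of these 3 fits and with the block, Masp1 and Rin1 also with limma voom (adjusted p = 0.0925 and 0.111), and Sst in the fits without replicates 2 and 3. The fits that leave a group with 1 library gave no test and no calls.

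The median log2 fold change of the mitochondrially encoded genes stayed below 0 under every alternative in 4 of the comparisons. Over the alternatives that kept all libraries it ranged from -1.02 to -0.73 between cell types without nicotine, from -1.45 to -0.91 with nicotine, from -0.59 to -0.23 for nicotine in Sst-neurons and from -0.82 to -0.33 for the interaction, and the values nearest 0 of the last 3 came with the totals without TMM. With 1 library left out it ranged from -1.18 to -0.75, from -1.68 to -1.08, from -0.79 to -0.14 and from -0.92 to -0.33, and here the values nearest 0 of the last 3 came without Sst+Nic replicate 2. The interaction was weaker without Thy1+Nic replicate 2 (-0.48, adjusted p = 0.0790, camera of edgeR, where its alternatives with all libraries ranged from 4.9e-07 to 0.0380). For nicotine in Thy1-neurons the median ranged from -0.043 to 0.40 with 1 library left out; it was -0.013 without Thy1+Nic replicate 2 and 0.24 without replicate 3 (adjusted p = 0.0401, camera of edgeR; 0.119 to 0.885 with all libraries). Ndufv1 had a log2 fold change of -0.0041 without nicotine when Sst replicate 1 was left out, and of 0.074 with nicotine with the totals without TMM. With the uniquely mapped reads as library sizes, the median of all entries shifted to 0.29 without and 0.31 with nicotine, and the medians of the set were -0.73 and -1.15. With the totals without TMM, the median of all entries shifted to 0.22 and 0.59, and it was 0.30 for the interaction. By fry, the adjusted p-value between the cell types was under 0.05 with all libraries in 1 fit (0.0320 without and 0.0115 with nicotine), with the totals without TMM (0.0159 and 0.0489) and, without nicotine, in the fit on position-checked entries alone (0.0445), but in no other alternative that kept all libraries. The set could not be given with mitochondrially encoded genes left out, and all libraries in 1 fit was not run again for the interaction, which uses that fit.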

Differences from the paper's values

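The paper reports 789 DEGs by nicotine in Sst-neurons and 711 in Thy1-neurons, where 0 and 0 entries were called here (279 and 265 at an unadjusted p-value under 0.05). It reports 20 genes changed alike in both cell types, against 0 here (1 entry at an unadjusted p-value under 0.05 in both). The paper's number of DEGs between Sst- and Thy1-neurons without nicotine is 3185, against 110 here. None of the alternatives set before the data were examined closed any of these gaps. The nearest were 16 and 14 with DESeq2, 0 for the shared genes and 563 with DESeq2. These counts are not like measures. The paper used EBSeq with 3 libraries in each group, and 2 of the 12 libraries were not analysed here. Of the genes on its nicotine lists, 396 had no entry. In Sst, 992 of the 1323 entries of nuclear genes compared held under 5% of the paper's value. Most of the paper's DEGs could therefore not be tested by name here.

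Among position-checked entries, 17 genes of the paper's list for Sst-neurons and 22 of that for Thy1-neurons were compared. Of these, 12 and 18 passed the filter and were tested here, and 0 and 0 were called (5 of the 12 and 10 of the 18 at an unadjusted p-value under 0.05). No alternative set before the data were examined closed either gap. In Thy1-neurons, DESeq2 called 2 of the paper's genes (Klhl24 and Rwdd2b), and the fit without a filter and that with at least 10 counts in a library each called 2 (Rwdd2b and Sst). The call of Sst rests on 1 library, Thy1 replicate 3. It had 13823 counts, against 4 in Thy1 replicate 2 and 171, 10 and 6 in Thy1+Nic replicates 1, 2 and 3. In Sst-neurons, none of the entries that DESeq2 (1) or the fit without a filter (2) called among position-checked entries was on the paper's list.

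The paper states that most genes of the AD and PD pathways were relatively low in Sst-neurons without nicotine but showed no significant difference there, and were significantly lower after it (Fig. 5a). Here the mitochondrially encoded genes had the same direction in both conditions, 13 of 13 each time, with medians of -0.97 and -1.41. The paper's own fold was below 0.5 for 4 of 11 of these genes without nicotine and for 11 of 11 with it, and its median log2 fold changes over those 11 genes were -0.79 and -1.27, against -0.96 and -1.42 here. With nicotine 0 of the 13 genes were called here (13 at an unadjusted p-value under 0.05), against 3 without it. Settings that called them with nicotine were DESeq2 (11), no filter (13), at least 10 counts in a library (11), all libraries in 1 fit (9) and limma voom (7), and, chosen after seeing the values, position-checked entries alone (2) and the uniquely mapped reads as library sizes (2). Without nicotine the same settings called 7, 6, 6, 4, 5, 5 and 1.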

Other observations

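The tests in this part were chosen after the result had been seen, except those of the listed direction outside the stretches and of the share without the Sst entry.

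Most entries of the nuclear genes that were compared (1323 in Sst and 148 in Thy1+Nic) did not hold the paper's value for the gene they name. Names on the wrong libraries are argued against, since the labelled libraries ranked 1 among 120 trios in the match of mitochondrially encoded genes, and so is another unit, since the deviation of these genes was 0.000118%. Gene names shuffled at random are argued against by 16 pairs of neighbouring genes that were both within 1%, where 10000 permutations gave at most 6 (permutation test, p = 1e-04, the smallest they can give). A candidate explanation is that entries outside the stretches hold counts of sequence other than the named gene. Genes of the paper's nicotine lists changed in the listed direction in 57.4% of 392 cases outside the stretches, nearer to 50% than the 39 of 39 in them, which had been seen before this test. The share was 60.4% in Sst-neurons and 53.3% in Thy1-neurons. Gene positions of another genome build than that of the alignment may be the reason, and entries for mRNA held at least 10 counts in 2 libraries in 71.0% of cases in the stretches and 30.8% outside them, but no other build was compared, so this cannot be told apart from other causes.

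Over both treatments, mitochondrially encoded genes held a smaller share of the counted fragments in Sst-neurons (difference -14.39 percentage points; exact permutation within treatment, p = 0.01, the smallest of 100 arrangements). The Sst transcript does not account for this as a whole: with its entry left out, the highest share in a Sst-neuron library was 25.3% and the lowest in a Thy1-neuron library was 31.4%. The part of the read pairs that was counted does not account for it either, since the share of uniquely mapped read pairs differed by -3.77 percentage points (exact permutation test, p = 0.01). Mouse line and cell type were the same split, so a difference between the lines stays open beside one between the cell types, and neither was tested.

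The Sst gene had 13823 counts in Thy1 replicate 3, or 6.41% of its mean level in Sst+Nic, against 4 counts in Thy1 replicate 2. Sst-neurons among the cells collected for that library may be a source. The 5 other position-checked genes that were far higher in Sst+Nic than in Thy1+Nic stood at a median of 3.58% of their Sst+Nic level in Thy1 replicate 3 and at 0 in replicate 2. Their counts in replicate 3 were 71 for Adamts5, 15 for Gm4737, 12 for Masp1 and 0 for Sox1 and A930003A15Rik, where the share of Sst would give 20.3, 7.77, 21.5, 43.3 and 14.5. In replicate 2, which holds almost no Sst, Adamts5 had 12 counts and Gm4737 had 5, so these genes are also present without Sst, while the other 3 were at 0. Some are above and others far below the level that the share of Sst would give, and with 5 genes of few counts the explanation cannot be told apart from others.

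The number of calls was also counted in other splits of the 5 libraries of each comparison. For nicotine the real split gave 0 calls in both cell types, so that 10 of 10 splits give as many by construction and the count says nothing; another split gave 1 call in Sst-neurons, and none gave a call in Thy1-neurons. At an unadjusted p-value under 0.05, 5 of the 10 splits in Sst-neurons and 6 of the 10 in Thy1-neurons gave as many entries as the real one (279 and 265). Between the cell types, 1 of the 10 splits (the real one) gave as many calls without nicotine, and 1 of 10 with nicotine, where 10 splits cannot give a share under 0.1. The other splits gave at most 0 calls without nicotine and 1 with nicotine. For the median log2 fold change of the mitochondrially encoded genes, 2 of the 10 splits were as large in size as the real one for nicotine in Sst-neurons (another split reached 0.48 against 0.45) and 7 of 10 in Thy1-neurons, while between the cell types it was 1 of 10 without and 1 of 10 with nicotine.

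Oligodendrocyte and endothelial markers varied between single libraries, and the oligodendrocyte markers Olig1 and Olig2 did not follow each other in every library. Olig1 had 107 CPM in Sst+Nic replicate 3 and 21.3 in replicate 2, and 8.06, 1.89 and 0 in Thy1+Nic replicates 1, 2 and 3. Olig2 had 53.7 CPM in Sst+Nic replicate 3 and 0 in replicate 2, and 8.93, 12.5 and 0 in Thy1+Nic replicates 1, 2 and 3; it was at 0 in Thy1 replicate 3, where Olig1 was at 46.4 CPM. The entries of both lie past the position-checked stretch. Cldn5 had 13.1 CPM in Sst+Nic replicate 3 and 0 in replicate 2, and 12.1, 0 and 7.36 in Thy1+Nic replicates 1, 2 and 3. No explanation was tested for these.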
